A study of Mus musculus with 12 samples. Its data were reported in "ZBED6 Modulates the Transcription of Myogenic Genes in Mouse Myoblast Cells" (2014).

How the data were processed

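Total RNA from C2C12 mouse myoblasts was hybridized to Illumina MouseRef-8 v2 BeadChips, 1 array per sample. The 12 samples form 4 groups of 3 replicates: cells given siRNA against *Zbed6* or a negative control siRNA, each collected 48 h or 96 h after transfection. Groups and replicate numbers come from the sample labels, which describe the replicates as biological. The slide on which each array lay is not given in the sources used here, so a fit with slide as a block was not run.

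The authors deposited a table of raw bead intensity per probe, neither background subtracted nor normalized. Per the file headers, the same table holds a detection p-value for each probe on each array, which ranks the probe among the negative control beads in steps of 1 in 798. The authors also deposited processed log2-like values, made with the lumi bundle in FlexArray. Their exact transformation and centring are not stated. Each processed column correlated with the log2 raw signal of its own array, after removal of probe means, at r = 0.876 to 0.901, and with that of any other array at 0.719 or less. The column medians lay between 7.845 and 7.851. The processed values were used only as an alternative. The number of value columns that belong to no sample was 0.

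Raw intensities were background corrected by normexp, with the background estimated from the detection p-values (neqc in limma 3.58.1, R 4.3.3), offset by 16, quantile normalized over the 12 arrays and log2 transformed. Probe names came from the platform annotation. Of 25697 probes, 23978 had 1 gene symbol, 0 had several and 1719 had none. Symbols were compared with a current RefSeq gene table through the gene ID, which changed 0 symbols, and 16 gene IDs were not found there. Probes with a detection p-value under 0.05 on at least 3 of 12 arrays were kept (13095 probes, 12332 of them named). The brightest kept probe stood for each gene, which left 8858 genes, 53.4% of the 16593 symbols on the array, 2441 of them with more than 1 kept probe. Where all arrays of a group were below the detection threshold for a gene, the fold is given as a lower bound. The bound sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the lowest signal among detected probes or the gene's own signal, whichever was higher.

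The silencing effect was tested on each day with limma's moderated test on the 6 arrays of that day, after the study's methods, which contrast the treatments within a time point by a Bayesian test. The change with time and the difference of the silencing effect between days (interaction) were tested in 1 fit of 4 group means over the 12 arrays. P-values were adjusted by Benjamini-Hochberg over the 8858 genes, with a threshold of 0.05. Single values of *Igf2* and *Zc3h11a* were also compared by a two-sided exact permutation test.

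Gene lists were tested with camera in limma at a preset inter-gene correlation of 0.01, adjusted over the 25 lists with at least 5 measured genes, and again with an estimated correlation and with fry. The muscle lists cover sarcomere and contractile fiber, excitation with calcium handling and muscle metabolism, myogenic regulators, and myoblast fusion and adhesion. Lists of growth and stress cover the IGF axis, cell cycle, interferon response, p53 targets, integrated stress response and unfolded protein response, hypoxia and glycolysis, immediate early genes, and TGF-beta and BMP signalling. Further lists cover snoRNA host genes, nucleolus and ribosome biogenesis, ribosomal proteins, oxidative phosphorylation, cholesterol and fatty acid synthesis, extracellular matrix and housekeeping reference genes. They also cover markers of smooth muscle and myofibroblasts, adipocytes, bone and cartilage, leukocytes, and epithelium and endothelium, the target locus, and 4 lists taken from the study's text (muscle genes reported higher, genes at conserved ZBED6 sites reported higher, genes reported lower, and genes tested by qPCR). The study chose those 4 lists on RNA from these cultures. It named the genes of all but the qPCR list as changed in its array data too.

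The tests, the lists, the alternatives and the rule for named genes were fixed before the data were examined, except where a later addition is stated. The rule names (a) *Zbed6*, *Zc3h11a* and *Igf2* where measured, (b) for each day, the 8 largest rises and the 8 largest falls past the threshold whose silenced arrays all lie outside the range of the control arrays, (c) for each list discussed, up to 4 members with the smallest p, (d) genes of the study's lists past the threshold, and (e) for the interaction and each change with time, the 5 genes with the smallest p in each direction. Genes named for another reason are said to have been chosen after their values were seen.

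The alternatives were the authors' processed values, no background correction, median scaling, an offset of 50, no filter on dim probes, a stricter filter, the mean over a gene's probes, all 12 arrays in 1 fit, a trended and robust variance, array weights, the replicate number as a block, and each array left out in turn. One alternative, keeping the 763 detected probes without a symbol, was added after seeing the data. The fits were tested on simulated data with 200 of 8858 genes changed. At 48 h the simulation recovered 44.8% of genes changed by a log2 size of 0.5 and 95.5% of those changed by 1. At 96 h it recovered 43.3% and 98.5%, and for the interaction 29.9% and 82.1%. False calls made up 5.3%, 3% and 4.1% of calls. A simulated list of 30 genes shifted by 0.3 was called by all 3 list tests on both days. The simulated genes had independent errors. Real lists had estimated inter-gene correlations such as 0.34 (sarcomere genes at 48 h) and 0.7 (cell cycle genes at 96 h). The simulation therefore does not show how the list tests behave under such correlation. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.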

Results

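Gene expression was profiled in C2C12 cells, a mouse myoblast line that forms myotubes on differentiation, after transfection with siRNA against *Zbed6* or with a negative control siRNA. ZBED6 is a transcription factor derived from a DNA transposon and is known as a repressor of *Igf2*, the gene of insulin-like growth factor 2. Cells were collected at 48 h and 96 h, with 3 arrays per group and 12 in all. Between 12078 and 12558 of 25697 probes (47% to 48.9%) were detected per array, and the median raw signal per array ranged from 76.5 to 90.8. Arrays of the same group correlated at 0.9939 or higher, and arrays of different groups at up to 0.9936. The first principal component, with 49.8% of the variance, parted the days, and the second, with 16.8%, parted silenced from control cells. The number of arrays limits the precision of every value.

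The target and its best known target gene come first, because they bear on the labels. No probe used here carries the name *Zbed6*, so its silencing was not measured here. *Igf2* lay higher in silenced cells on both days and passed the threshold at 96 h. Its log2 signal at 48 h was 14.63 ± 0.11 in silenced and 14.28 ± 0.15 in control cells (SD, n = 3), a 1.27-fold difference (log2 0.35, SE 0.11, adjusted p = 0.073) that did not pass. At 96 h it was 14.60 ± 0.080 and 14.15 ± 0.045, a 1.37-fold rise (log2 0.45, SE 0.081, adjusted p = 0.023). All 3 silenced arrays lay above all 3 control arrays on each day, for which the exact permutation test gives p = 0.1, the smallest that 3 against 3 arrays allow. *Igf2* ranked as number 61 of 8858 genes by level. The call at 96 h was lost without control replicate 1 (0.45, adjusted p = 0.076), 2 (0.42, adjusted p = 0.065) or 3 (0.47, adjusted p = 0.053), or silenced replicate 1 (0.41, adjusted p = 0.072) or 2 (0.45, adjusted p = 0.061).

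*Zc3h11a*, the gene whose intron holds *Zbed6*, had a log2 difference of -0.44 at 48 h (SE 0.13, adjusted p = 0.056) and -0.11 at 96 h (SE 0.11, adjusted p = 0.55), neither past the threshold. It was detected on 1 of 3 silenced arrays at 48 h. Whether its probe lies in sequence shared with *Zbed6* is not known here, so it does not check the silencing. The exact permutation test gave p = 0.1 at 48 h and p = 0.5 at 96 h. Without silenced 48 h replicate 1 the 48 h difference of *Zc3h11a* was -0.54 and passed (adjusted p = 0.047), whereas it was -0.05 with the authors' values and -0.20 without background correction.

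**Figure D1:**
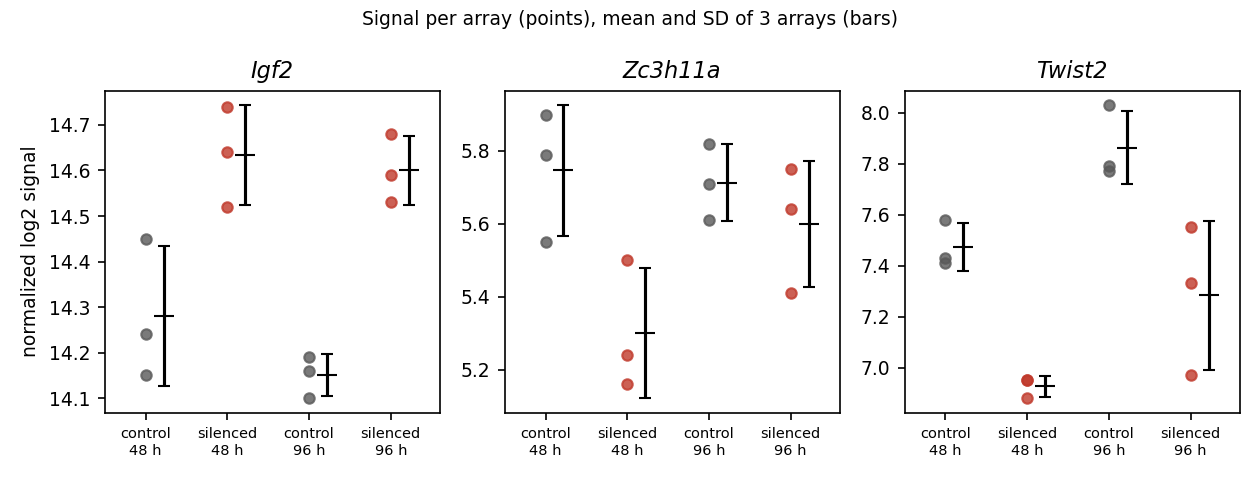
Normalized log2 signal of *Igf2*, *Zc3h11a* and *Twist2* on each array, in control and silenced cells at 48 h and 96 h, with bars for the mean and SD of 3 arrays. The *Igf2* points of silenced cells lie above those of control cells on both days.

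The comparison at 48 h asks which transcripts respond soon after *Zbed6* is silenced. At camera's preset correlation, lists of sarcomere, muscle metabolism and oxidative phosphorylation genes shifted up and lists of extracellular matrix and immediate early genes shifted down. Most members of each list did not pass on their own, and every list call was lost with an estimated correlation. In fry, the sarcomere and muscle metabolism lists did not pass (adjusted p = 0.2 and 0.11). The oxidative phosphorylation, extracellular matrix and immediate early lists did (adjusted p = 0.0026, 0.0028 and 0.0026). *Itm2a*, which encodes a membrane protein of differentiating muscle and cartilage, rose from 6.94 ± 0.15 to 8.39 ± 0.18 (log2, SD, n = 3; log2 difference 1.46, SE 0.12, adjusted p = 0.0012). *Mef2c*, a transcription factor of muscle differentiation, rose by 0.91 (SE 0.12, adjusted p = 0.0058). *Ccnd2*, which encodes cyclin D2, fell from 7.84 ± 0.26 to 6.73 ± 0.31 (-1.11, SE 0.17, adjusted p = 0.01). In all, 907 of 8858 genes (10.2%) passed limma's moderated test, 410 higher and 497 lower, of which 262 changed over 1.5-fold and 28 over 2-fold. The share that was higher, 45.2%, became 54.5% under median scaling (554 higher and 462 lower).

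The 8 largest rises at 48 h were in *Tex14* (1.78, SE 0.14), *Mc4r* (1.54, SE 0.099), which encodes a melanocortin receptor, *Itm2a*, *Gjd4* (1.43, SE 0.1), a connexin gene, *Slc40a1* (1.41, SE 0.084), which encodes the iron exporter ferroportin, *Ddc* (1.33, SE 0.1), the gene of aromatic amino acid decarboxylase, *Tceal5* (1.29, SE 0.14) and the chemokine gene *Cxcl13* (1.19, SE 0.18). The 8 largest falls were in *Ccdc92* (-1.19, SE 0.1), *Ccnd2*, *Slc22a18*, *Clu*, *Atg9b* (-1.05, SE 0.13), *Cdhr1* (-1.05, SE 0.23), *Shroom1* (-1.04, SE 0.13) and *Abat* (-1.03, SE 0.1), the gene of GABA transaminase. *Clu*, which encodes the chaperone clusterin, was not above background in silenced cells and was at least 1.79-fold lower there. The *Slc22a18* probe was not above background there either (at least 1.63-fold lower), and a second probe of the gene differed by 0.02. The places of *Clu* and *Slc22a18* among the falls rest on fitted values at background. *Tex14* was detected on 1 of 3 control arrays, *Mc4r* on 2 of 3 control arrays and *Abat* on 1 of 3 silenced arrays. Their fitted differences are also read partly against background and are not exact. Adjusted p-values of these 16 genes lay between 0.00044 and 0.026. All but *Cdhr1* kept the call when each array was left out in turn. Probes of 1 gene, *Ascc2*, named after its values were seen, passed in opposite directions (0.62 and -0.40).

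Of 4 muscle lists, sarcomere genes and genes of excitation, calcium handling and muscle metabolism shifted upward at 48 h. Of 37 measured sarcomere and contractile fiber genes, 6 rose, 7 when adjusted over the list alone (median log2 difference 0.17, camera adjusted p = 0.0045, and adjusted p = 0.66 with an estimated correlation). Examples are *Tnni1* (0.50), *Myoz2* (0.66), *Mybpc1* (0.67) and *Tnnt3* (0.53), which encode troponins, a Z-disc protein and a myosin-binding protein. Of 28 genes of excitation, calcium handling and muscle metabolism, 4 rose, 6 adjusted over the list alone (median 0.17, adjusted p = 0.0083, and adjusted p = 0.64 with an estimated correlation). They were *Ampd1* (0.83), *Cox8b* (0.85), *Casq2* (0.56) and *Sln*, which was at least 1.09-fold higher, being detected on 1 silenced array and on no control array. Myogenic regulators as a list did not pass (median 0.10, adjusted p = 0.14), with 5 of 24 members higher and 1 lower, and 7 higher and 2 lower adjusted over the list alone. The list passed without silenced replicate 2 (adjusted p = 0.046).

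The list of oxidative phosphorylation genes, which encode the respiratory chain and ATP synthase, shifted up at 48 h at the preset correlation: 16 of 79 members rose, 32 adjusted over the list alone, and 72 of 79 lay above 0 (median 0.20, camera adjusted p = 6.1e-10, and adjusted p = 0.088 with an estimated correlation). Examples are *Cox8b*, *Cycs* (0.65), *Cox7a2* (0.48) and *Ndufa3* (0.44). Of 57 ribosomal protein genes, 6 rose, also adjusted over the list alone (median 0.08, adjusted p = 0.0019, and adjusted p = 0.51 with an estimated correlation). *Rpl3l* (1.01), a paralog used mainly in striated muscle, moved most, ahead of *Rpl22* (0.48), *Rpl27a* (0.42) and *Fau* (0.36). It was detected on 1 of 3 control arrays, so its value is read partly against background. Host genes of small nucleolar RNAs did not pass (20 measured, median 0.15, adjusted p = 0.06), with 2 members higher on either adjustment. Of that list, 9 members are ribosomal protein genes, and it passed without control replicate 3 (adjusted p = 0.028) or silenced replicate 2 (adjusted p = 0.047), with the authors' values (median 0.09, adjusted p = 0.028), with median scaling (median 0.23, adjusted p = 0.001) and with several other settings.

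The list of extracellular matrix genes shifted down at 48 h at the preset correlation: 10 of 32 members fell, 14 adjusted over the list alone (median -0.27, camera adjusted p = 4.6e-07, and adjusted p = 0.088 with an estimated correlation). Examples are the collagen genes *Col18a1* (-0.99) and *Col5a1* (-0.58), *Thbs2* (-0.88) and *Sparc* (-0.52). Of 22 immediate early genes, which respond quickly to serum and stress, 5 fell, and 7 fell and 1 rose adjusted over the list alone (median -0.25, adjusted p = 0.00055, and adjusted p = 0.088 with an estimated correlation), among them *Fos* (-0.59), *Socs3* (-0.44), *Klf2* (-0.45) and *Junb* (-0.56). Of 18 interferon response genes, 4 fell, 7 adjusted over the list alone, where 1 also rose (median -0.16, adjusted p = 0.026, and adjusted p = 0.29 with an estimated correlation). They were *Eif2ak2* (-0.48), *Ifi27* (-0.38), *Ifit3* (-0.43) and *Oasl2*, which was not above background in silenced cells and at least 1.11-fold lower. Of 37 cell cycle genes 3 fell, on either adjustment (median -0.13, adjusted p = 0.011, and adjusted p = 0.46 with an estimated correlation): *Cdt1* (-0.46), *Ccnd1* (-0.57) and *Ccne1* (-0.35). The value of *Plk1* was -0.33 (adjusted p = 0.065). The cell cycle call was lost without control replicate 2 (median -0.08, adjusted p = 0.078) or 3 (median -0.10, adjusted p = 0.2) or silenced replicate 2 (median -0.07, adjusted p = 0.12), and the interferon call without control replicate 3 (median -0.14, adjusted p = 0.091) or with the authors' values (median -0.02, adjusted p = 0.055).

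The 4 lists taken from published text come next. They were chosen by the study on these samples, and genes of all but the qPCR list partly because they changed on these same arrays. The tests of those lists were thus largely set beforehand, and each count is not independent evidence of its direction. Of 17 muscle genes 9 rose, 15 adjusted over the list alone (median 0.43, adjusted p = 1.1e-08, and adjusted p = 0.088 with an estimated correlation), and 8 are also in the sarcomere list. They were *Mef2c*, *Myoz2*, *Casq2*, *Tnnt3*, *Ablim3* (0.62), *Dync1i1* (0.51), *Tgfbr1* (0.51), *Dstn* (0.44) and *Htr2b* (0.38). Of 7 genes at conserved ZBED6 sites 4 rose, 6 adjusted over the list alone (median 0.37, adjusted p = 2.7e-05, and adjusted p = 0.088 with an estimated correlation): *Ablim3*, *Ppm1e* (0.79), *Igsf11* (0.48) and *Ppm1l* (0.37). All 6 genes of the list reported lower fell, on either adjustment (median -0.56, adjusted p = 2.8e-05, and adjusted p = 0.088 with an estimated correlation). They were *Sfrp2* (-0.81), *Maea* (-0.65), *Slc9a3r1* (-0.56), *Twist2* (-0.55), *Ndn* (-0.47) and *Socs3*. Of 6 measured genes tested by qPCR, *Sfrp2* fell, also adjusted over the list alone, and the list did not pass (median -0.08, adjusted p = 0.58). The study's qPCR found genes of the full list in both directions, so a test of a shared direction does not check that result.

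Other lists did not pass at 48 h. The test asks for a shared direction, so members could still change in both directions. Of 15 IGF axis genes 1 rose and 4 fell, 4 and 5 adjusted over the list alone. Of 23 TGF-beta and BMP signalling genes 2 rose and 3 fell, 4 and 6 adjusted over the list alone. Median log2 differences were 0.13 for cholesterol and fatty acid synthesis (adjusted p = 0.28), -0.17 for the IGF axis (adjusted p = 0.3), -0.07 for p53 targets (adjusted p = 0.48), 0.05 for nucleolus and ribosome biogenesis (adjusted p = 0.58), -0.02 for TGF-beta and BMP signalling (adjusted p = 0.58) and 0.04 for housekeeping reference genes (adjusted p = 0.66). For myoblast fusion the median was -0.04 while the mean (0.02) and the test pointed up (adjusted p = 0.88). Smooth muscle markers (median -0.02, mean 0.04, adjusted p = 0.66) and adipocyte markers (median -0.02, mean 0.10, adjusted p = 0.66) likewise differed in sign. Hypoxia and glycolysis (median 0, adjusted p = 0.84) and the stress response list (median 0, adjusted p = 0.66) had medians at 0. Too few genes were measured to test the markers of bone and cartilage (3 genes, median 0.08), leukocytes (4 genes, median 0.11), epithelium and endothelium (3 genes, median 0.13) and the target locus (2 genes, median -0.05).

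Of 60 calls named at 48 h, 29 held without each array in turn and 43 under every other setting, and none changed sign. Without 1 array the count of 907 fell to between 250 (control replicate 2) and 543 (silenced replicate 1).

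At 96 h the comparison asks what persists or develops later. At camera's preset correlation, lists of sarcomere and muscle metabolism genes shifted up, and every list call was lost with an estimated correlation. In fry, neither of these muscle lists passed (adjusted p = 0.06 and 0.065). It called only the interferon list and the study's genes reported lower (adjusted p = 0.023 for each). *Igf1*, *Sfrp2* and *Klf6* were among the genes that fell. *Igf1*, which encodes the growth factor paralogous to IGF2, fell from 9.0 ± 0.13 to 7.91 ± 0.31 (log2, SD, n = 3; -1.09, SE 0.15, adjusted p = 0.011). *Sfrp2*, the gene of a secreted Wnt modulator, fell from 9.87 ± 0.48 to 8.37 ± 0.33 (-1.49, SE 0.24, adjusted p = 0.017). *Actn2*, the gene of sarcomeric alpha-actinin, rose from 11.55 ± 0.20 to 12.56 ± 0.26 (1.01, SE 0.15, adjusted p = 0.013). In all, 605 genes (6.8%) passed, 305 higher and 300 lower, of which 194 changed over 1.5-fold and 23 over 2-fold. The share that was higher, 50.4%, became 47.9% under median scaling (264 higher and 287 lower).

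The 8 largest rises at 96 h were in *Rnase6* (1.43, SE 0.16), *Tceal5* (1.30, SE 0.18), *Padi2* (1.29, SE 0.087), which encodes a peptidylarginine deiminase, *Aatk* (1.29, SE 0.18), *Itm2a* (1.21, SE 0.22), *Upk1b* (1.16, SE 0.11), *Patj* (1.15, SE 0.17) and the phosphatase gene *Ppm1e* (1.11, SE 0.12). The 8 largest falls were in *Lbp* (-1.60, SE 0.19), which encodes lipopolysaccharide-binding protein, *Sfrp2*, the transcription factor gene *Klf6* (-1.45, SE 0.11), the glutamate transporter gene *Slc1a3* (-1.44, SE 0.18), *Kng1* (-1.17, SE 0.18), *Npr3* (-1.10, SE 0.26), *Igf1* and *Abat* (-1.07, SE 0.12). *Rnase6* was detected on 1 of 3 and *Aatk* on 2 of 3 control arrays, and *Kng1* and *Abat* on 1 of 3 silenced arrays. The fitted differences of these genes are read partly against background and are not exact. Adjusted p-values of the largest rises and falls lay between 0.0016 and 0.043. *Klf6* fell on a second probe too (-1.09), whereas a second *Kng1* probe differed by -0.16. All but *Itm2a* and *Npr3* kept the call without each array in turn. Probes of *Cdk11b* (0.33 and -0.53), *Epn2* (0.51 and -0.44) and *Sptbn1* (0.41 and -0.36), named after their values were seen, passed in opposite directions.

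At 96 h 11 of 37 sarcomere genes rose, while 23 rose and 1 fell adjusted over the list alone, and 36 of 37 lay above 0 (median 0.33, camera adjusted p = 1.3e-10, and adjusted p = 0.46 with an estimated correlation). Examples are *Actn2*, *Xirp1* (0.60), *Ldb3* (0.66) and *Tnnt3* (0.58). Of 28 genes of excitation, calcium handling and muscle metabolism 6 rose and 1 fell, and 16 rose and 1 fell adjusted over the list alone (median 0.35, adjusted p = 1.7e-07, and adjusted p = 0.46 with an estimated correlation). *Ckm* (0.81), the gene of muscle creatine kinase, *Art1* (0.87) and *Pygm* (0.76), the gene of muscle glycogen phosphorylase, rose, and *Cacna2d1* (-0.93), which encodes a calcium channel subunit, fell. Myogenic regulators did not pass (median 0.10, adjusted p = 0.14), with 4 of 24 higher and 1 lower, and 5 higher and 3 lower adjusted over the list alone. Myoblast fusion genes had a median of 0.21 (adjusted p = 0.06), with 4 of 16 higher and 1 lower, and 5 and 2 adjusted over the list alone. The fusion list passed without control replicate 3 (adjusted p = 0.016) or silenced replicate 2 (adjusted p = 0.019), without background correction (median 0.12, adjusted p = 0.047), with offset 50 (adjusted p = 0.045), with the trended variance (adjusted p = 0.045) and with the replicate block (adjusted p = 0.035). *Mef2c*, named here after its values were seen, differed by 0.08 on its brightest probe and by -1.01 on another.

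Cell cycle, interferon, matrix and ribosomal protein lists shifted downward at 96 h. Of 37 cell cycle genes *Nusap1* fell (-0.45), alone on either adjustment, and 4 of 37 lay above 0 (median -0.19, adjusted p = 8.4e-05, and adjusted p = 0.59 with an estimated correlation). *Tyms* (-0.37, adjusted p = 0.062), *Ttk* (-0.37, adjusted p = 0.12) and *Chek1*, not above background in silenced cells and at least 1.12-fold lower (adjusted p = 0.12), did not pass. Of 18 interferon response genes *Oasl2* (-0.67) and *Ifi27* (-0.33) fell and *Trim25* rose (0.48), with 7 falls and 1 rise adjusted over the list alone (median -0.18, adjusted p = 0.014, and adjusted p = 0.46 with an estimated correlation). The value of *Irf9* was -0.35 (adjusted p = 0.07). Of 32 matrix genes *Lox* (-0.49), *Col5a2* (-0.62) and *Col6a1* (-0.46) fell and *Lama2* rose (0.50), with 8 falls and 1 rise adjusted over the list alone (median -0.14, adjusted p = 0.014, and adjusted p = 0.46 with an estimated correlation). The 57 ribosomal protein genes had a median of -0.09 (adjusted p = 0.0075, and adjusted p = 0.56 with an estimated correlation), and 12 of 57 lay above 0. In limma's test 0 of them passed, on either adjustment, and fry did not call the list (adjusted p = 0.1). *Rpl7a* (-0.32), *Rpl36a* (-0.29), *Rplp0* (-0.26) and *Rpl3l* (0.80) had the smallest p, and the list's call was lost without control replicate 2 (median -0.06, adjusted p = 0.091).

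The study's lists kept their directions at 96 h. The study's criteria for sequencing and for arrays both required the same direction on both days. A kept direction was thus largely built into the choice of genes and is not independent evidence. Of 17 muscle genes 4 rose, 10 adjusted over the list alone (median 0.33, adjusted p = 1.2e-05, and adjusted p = 0.46 with an estimated correlation): *Tnnt3*, *Smyd1* (0.64), *Tmod1* (0.56) and *Actc1* (0.33). Of 7 genes at conserved sites *Ppm1e*, *Igsf11* (0.70) and *Igf2* rose, and 4 rose and 1 fell adjusted over the list alone (median 0.38, adjusted p = 0.0042, and adjusted p = 0.46 with an estimated correlation). The brightest *G3bp2* probe differed by -0.32 (adjusted p = 0.06), against 0.07 and 0.04 on its other probes. Of 6 genes reported lower *Sfrp2* and *Ndn* (-0.37) fell, 5 adjusted over the list alone (median -0.47, adjusted p = 0.0003, and adjusted p = 0.45 with an estimated correlation), with *Twist2* at -0.58 (adjusted p = 0.051) and *Slc9a3r1* at -0.60 (adjusted p = 0.066). The genes tested by qPCR did not pass as a list (median -0.11, adjusted p = 0.14), with the same limit as at 48 h, and *Sfrp2* fell.

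Other lists did not pass at 96 h, in the same test of a shared direction. Of 15 IGF axis genes 2 rose and 2 fell, 2 and 3 adjusted over the list alone. Of 23 TGF-beta and BMP signalling genes 2 rose and 3 fell, 3 and 4 adjusted over the list alone. Medians were 0.02 for oxidative phosphorylation (adjusted p = 0.62), -0.02 for immediate early genes (adjusted p = 0.45), -0.07 for snoRNA host genes (adjusted p = 0.11), 0.08 for smooth muscle markers (adjusted p = 0.11), -0.15 for housekeeping reference genes (adjusted p = 0.09), 0.05 for hypoxia and glycolysis (adjusted p = 0.39), 0.07 for cholesterol synthesis (adjusted p = 0.67), 0.03 for p53 targets (adjusted p = 0.76), 0.05 for nucleolus and ribosome biogenesis (adjusted p = 0.8) and -0.03 for adipocyte markers (adjusted p = 0.75). The IGF axis had a median of 0.03, a mean of -0.08 and a test pointing down (adjusted p = 0.62). TGF-beta signalling had a median and mean of -0.01 with a test pointing up (adjusted p = 0.8), and the stress response list a median of 0, a mean of -0.02 and a test pointing down (adjusted p = 0.8). Without control replicate 2 the oxidative phosphorylation and housekeeping lists passed (medians 0.06 and -0.20, adjusted p = 0.041 and 0.048), and without a filter on dim probes the snoRNA host and housekeeping lists did (adjusted p = 0.037 and 0.038). The snoRNA host list also passed with the authors' values (median -0.04, adjusted p = 0.048). Untested medians were 0.40 for bone and cartilage, -0.14 for leukocyte and 0 for epithelial and endothelial markers, and 0.17 for the target locus.

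Of 38 calls named at 96 h, 18 held without each array in turn and 20 under every other setting, and none changed sign. Without 1 array the count of 605 fell to between 90 (control replicate 1) and 408 (silenced replicate 3).

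**Figure D2:**
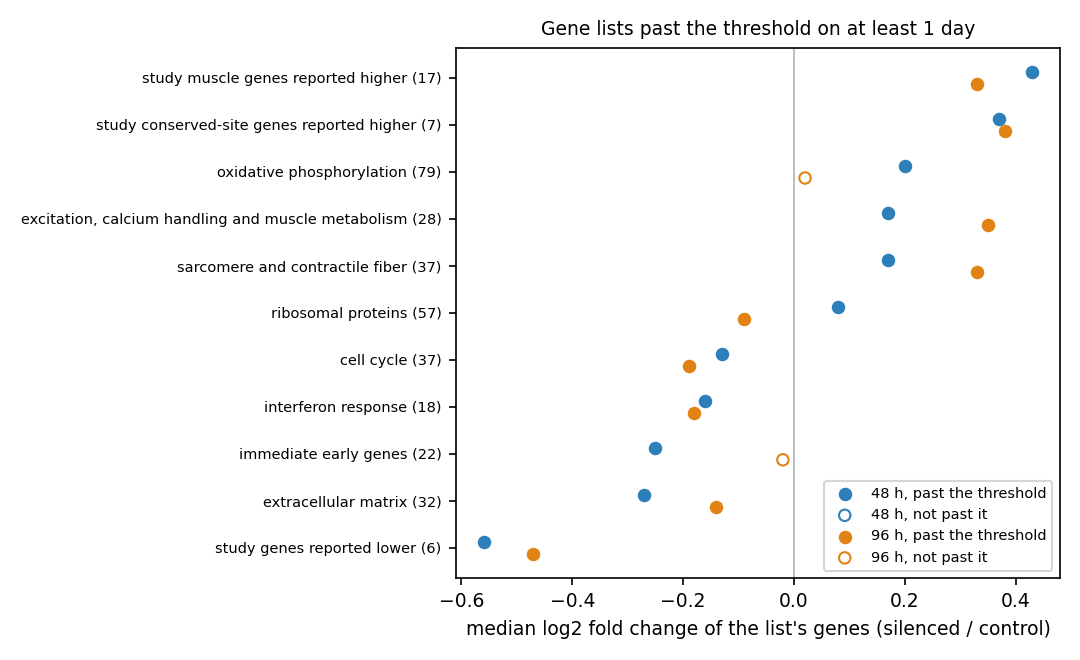
Median log2 fold change, silenced over control, of the lists past the camera threshold on at least 1 day, with the number of measured genes in brackets and filled points where the list passed on that day. Sarcomere and muscle metabolism lists lie to the right on both days, and the oxidative phosphorylation list at 0.20 at 48 h and 0.02 at 96 h.

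Comparing both days asks which changes share a direction, as the study's array criterion did. *Itm2a*, *Tceal5*, *Ppm1e*, *Tnnt3* and *Igsf11* rose on both days, and *Abat*, *Sfrp2*, *Ndn*, *Ifi27* and *Oasl2* fell on both. Of the 907 genes called at 48 h, 664 (73.2%) had the same sign at 96 h, 301 higher and 363 lower, against 55.7% of all genes. Under median scaling the higher outnumbered the lower (377 and 338). Both days called 125 genes: 60 rose on both, 59 fell on both and 6 went opposite ways, where independent lists would share 14.1, 16.8 and 31. *Npr3* (0.39, then -1.10) and *Nrep* (0.46, then -0.36) were among the 6. Across genes, which are not independent replicates, the effects on both days correlated at Pearson's r = 0.291 and Spearman's rho = 0.21, and each day had its own control arrays. The count of 664 ranged from 200 (without control 48 h replicate 2) to 699 (without control 96 h replicate 2).

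**Figure D3:**
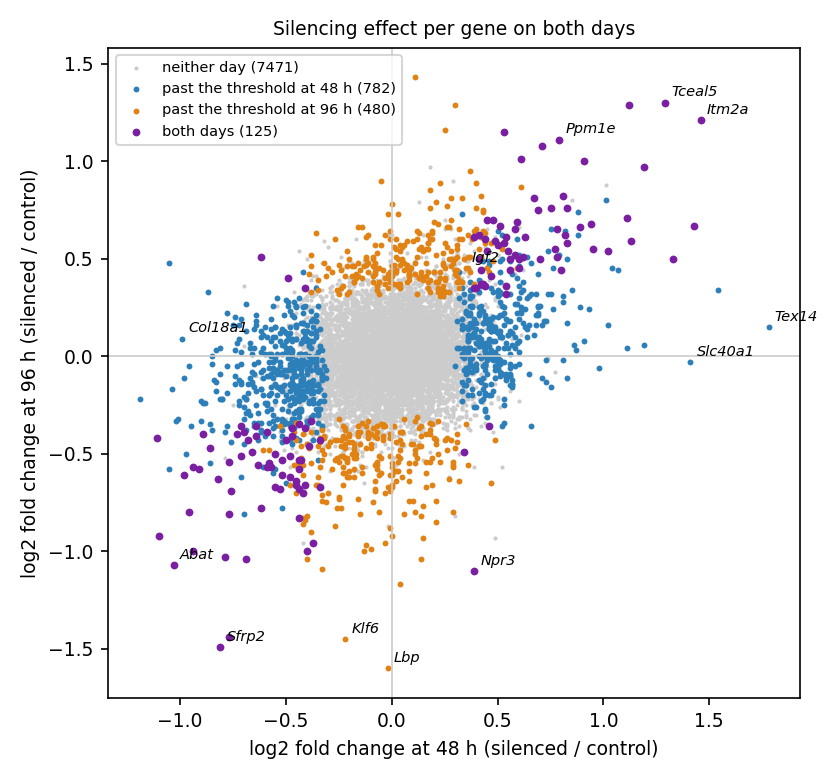
Log2 fold change, silenced over control, of each of 8858 genes at 48 h (horizontal axis) and 96 h (vertical axis), coloured by the day on which it passed the threshold. Most of the 125 genes called on both days lie in the lower left and upper right, and *Slc40a1* and *Tex14* lie far out at 48 h only.

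The test of the difference between days asks which silencing effects changed with time. On the arrays, the fall of *Col18a1*, *Atg9b* and *Hk1* at 48 h was not matched at 96 h, and neither was the rise of *Slc40a1*. The study's RNA sequencing of pooled replicates listed *Col18a1* and *Hk1* as lower on both days, so for these genes the difference rests on the arrays. *Tex14* and *Bsg* also passed, but neither was above background in either group at 96 h, so their effects there were not read. For *Slc40a1*, the silencing effect went from 1.41 (SE 0.084) at 48 h to -0.03 (SE 0.09) at 96 h, a difference of -1.44 (SE 0.12, adjusted p = 0.00012). For *Col18a1* it went from -0.99 (SE 0.09) to 0.09 (SE 0.078), a difference of 1.07 (SE 0.11, adjusted p = 0.00092). In all, 398 of 8858 genes (4.5%) passed, 211 with a higher and 187 with a lower effect at 96 h. Under median scaling the share with a higher effect went from 53% to 42.1%. Of the 398 genes, 179 were called at 48 h alone, 95 at 96 h alone, 11 on both days and 113 on neither. Without 1 array the count lay between 89 (control 96 h replicate 2) and 321 (silenced 48 h replicate 1).

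The change from 48 h to 96 h in control cells gives a scale for the silencing effect. Among the genes with the smallest p, *Tcap*, which encodes a Z-disc protein, rose from 7.11 ± 0.20 to 10.63 ± 0.18 (log2, SD, n = 3; 3.52, SE 0.14, adjusted p = 5e-09), and *Myh1*, a fast myosin heavy chain gene, by 2.26 (SE 0.12). *Medag* (3.0, SE 0.095) and *Gja5* (2.65, SE 0.14) rose as well, and *Casq1*, the calcium-binding protein of the sarcoplasmic reticulum, was not above background at 48 h and at least 2.98-fold higher at 96 h. *Cdkn1c*, which encodes the cell cycle inhibitor p57, fell from 14.07 ± 0.15 to 10.40 ± 0.13 (-3.67, SE 0.11, adjusted p = 3.5e-10). *Slc24a3* (-1.63), *Col17a1* (-1.85), *Dok3* (-2.01) and *Artn* (-1.67) fell too. In all, 2913 genes (32.9%) passed, 1566 higher and 1347 lower, 187 of them over 2-fold, and under median scaling the share higher went from 53.8% to 49.3%.

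In silenced cells the same days were compared. *Tcap* (3.97, SE 0.14), *Medag* (2.34, SE 0.095) and *Gja5* (3.14, SE 0.14) rose, and *Cdkn1c* (-3.42, SE 0.11), *Slc24a3* (-2.17, SE 0.088), *Myzap* (-1.51, SE 0.09) and the cholesterol synthesis gene *Msmo1* (-1.69, SE 0.1) fell. *Casq1* was at least 4.33-fold and *Upk1b* at least 3.45-fold higher at 96 h, both not above background at 48 h, and *Tex14*, not above background at 96 h, was at least 3.27-fold lower there. Adjusted p-values of these genes were 2.3e-07 or less. In all, 2477 genes (28%) passed, 1383 higher and 1094 lower, 227 of them over 2-fold, and under median scaling the share higher went from 55.8% to 44.1%.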

Values the study reported

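By quantitative PCR, the study reported that *Igf2* expression reached at least a 2.5-fold increase on day 4 after silencing. On the arrays, it counted 8,537 of 19,100 genes (44.6%) as expressed. In its RNA sequencing of pooled replicates, fold changes on day 2 and day 4 correlated at r = 0.50.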

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

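The tests in this part were set before their results were seen, except that the look into the split with the highest count, the count of the remaining splits and the residual variance of the splits came after. What drew attention here is a silencing effect that differed between 48 h and 96 h by its own test, or a signal in probes outside the comparisons.

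The silencing effect differed between days for 398 of 8858 genes. Of 100 splits of the arrays within each day, the real one included, 2 gave as many genes. The highest other split gave 1580 genes and is the one that exchanges silenced and control arrays at 96 h. Its contrast adds the group differences of both days by construction, so its count only restates that the groups differ. The highest of the remaining splits gave 375 genes. These splits mix silenced and control arrays, so the treatment effect adds to their residual variance (median 0.0216 to 0.0295, against 0.0178 in the real groups) and lowers their counts. The bound set beforehand, under 5 of 100 splits, was wrong for that reason, and the test does not exclude chance.

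The effect on *Col18a1*, a basement membrane collagen gene, was higher at 96 h than at 48 h by 1.07, on *Atg9b* by 1.53, on *Bsg* by 0.87, on the hexokinase gene *Hk1* by 1.20 and on *Rnase6* by 1.32 (log2). The effect was lower at 96 h on *Slc40a1* (-1.44), *Tex14* (-1.63), *Mc4r* (-1.20), *Klf6* (-1.23) and *Nrep* (-0.82). *Tex14* and *Bsg* were not above background in either group at 96 h, *Bsg* also in silenced cells at 48 h, *Rnase6* in either group at 48 h and *Mc4r* in control cells at 96 h, so the values of these genes are read against background and are not exact. All 10 kept the call without each of the 12 arrays in turn, and *Bsg* lost it with the authors' values and without a filter on dim probes. For *Col18a1* and *Hk1*, the study's RNA sequencing listed falls on both days.

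Among gene lists, the difference between days had a median of 0.16 for sarcomere genes (adjusted p = 0.012, and adjusted p = 0.84 with an estimated correlation), with 1 of 37 members past the threshold, *Xirp1*, and 3 adjusted over the list alone. It was 0.15 for extracellular matrix genes (adjusted p = 0.027, and adjusted p = 0.65 with an estimated correlation), with 5 of 32 members, also adjusted over the list alone, including *Col18a1*, *Col5a1* (0.59) and *Col1a1* (0.72). It was -0.17 for snoRNA host genes (adjusted p = 0.012, and adjusted p = 0.65 with an estimated correlation), with 2 of 20 members, *Eef1b2* and *Rpl7a*, and 7 adjusted over the list alone.

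Oxidative phosphorylation genes had a median difference of -0.18 (adjusted p = 1.9e-06, and adjusted p = 0.65 with an estimated correlation), with 4 of 79 members past the threshold, 11 adjusted over the list alone: *Cox7a2*, *Cycs*, *Cox7a2l* and *Ndufb3*. At 48 h their median of 0.20 lay at percentile 100 of 10000 random lists matched on level, which argues against a trend with signal intensity. The drop of the effect from 48 h to 96 h stayed at 0.18 to 0.27 under 4 other scalings, which argues against the normalization. The 48 h median stayed at 0.18 to 0.23 without each 48 h array in turn, which argues against 1 outlying array for the difference at 48 h. The drop itself was not tested without each 96 h array, and the 96 h median ranged from -0.01 to 0.06 in those fits. The list's call was lost with an estimated correlation, and a difference of culture between the dishes was not tested. From 48 h to 96 h the list shifted up in control cells (median 0.14, 24 higher and 3 lower, camera adjusted p = 0.011, and adjusted p = 0.73 with an estimated correlation). In silenced cells it did not pass (median -0.04, 2 higher and 10 lower, adjusted p = 0.13). On these medians the gap closed more by a rise in control cells than by a fall in silenced cells. The control arrays at 48 h enter both the silencing effect at 48 h and the control change. An error in their mean would give both, so which group moved is not settled. A higher level of respiratory chain transcripts in silenced cells at 48 h may be followed up as a hypothesis.

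Ribosomal protein genes had a median difference of -0.19 (adjusted p = 1.9e-06, and adjusted p = 0.65 with an estimated correlation), with 4 of 57 members past the threshold, 12 adjusted over the list alone: *Rpl27a*, *Rpl7a*, *Rpl30* and *Rpl22*. That median lay at percentile 0 of 10000 lists matched on level, against a trend with intensity. It was -0.17 to -0.32 under the same 4 scalings. Median scaling gave -0.32, so the difference did not depend on quantile normalization. It was -0.11 to -0.21 without each array in turn, against 1 array as the whole cause. With time the list shifted up in control cells (median 0.16, 17 higher and 1 lower, camera adjusted p = 0.0016, and adjusted p = 0.62 with an estimated correlation). It did not pass in silenced cells (median -0.03, 0 higher and 3 lower, adjusted p = 0.29). On these medians most of the difference came from control cells, but the control arrays at 48 h are again shared, so this is not settled. A silencing effect on ribosomal protein transcripts that differs between days may be a second hypothesis, under the same limits.

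Outside the comparisons, 763 detected probes carry no gene symbol. Of these, 61 (8%) passed at 48 h, 22 higher and 39 lower, and 61 (8%) passed at 96 h, 34 higher and 27 lower.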

How the results depend on the processing

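Keeping probes without a symbol was added after seeing the data and left its 6 counts within 1.5 times. Other alternatives were fixed beforehand. No gene named by the rule changed sign in the comparison it was named for, and genes named for another reason were not followed. Outside the leave-outs, single genes kept their side of the threshold in 1383 comparisons, gained the call in 46 and lost it in 66. Without 1 array they kept it in 786, gained it in 1 and lost it in 227. *Zc3h11a* gave no value under the strict filter, and the slide block was not run. Where a cause is not named, the cause was not tested.

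The 907 genes at 48 h became 1470 without background correction, 1397 with all 12 arrays in 1 fit and 1476 with a trended robust variance. The 605 at 96 h became 1116 without background correction, 1031 with offset 50, 366 with no filter and 1169 with the trended variance. The 398 interaction genes became 642 with the authors' values, 770 without background correction, 657 with offset 50 and 774 with the trended variance. The 664 of the same sign became 1003 with the trended variance. An estimated correlation called 0 lists on either day (11 and 9 with camera's preset), and fry called 8 at 48 h and 2 at 96 h. The study's muscle, conserved-site and lower lists are in both camera counts and in fry's 8, and the lower list is in fry's 2. In camera at the estimated correlation, unadjusted p under 0.05 held for several lists, such as extracellular matrix at 48 h (p = 0.013).

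*Igf2* at 48 h passed without background correction (0.35), with median scaling (0.47), offset 50 (0.35), all 12 arrays (0.35), the trended variance (0.35) and array weights (0.38), at adjusted p of 0.0069 to 0.049. *Zc3h11a* at 48 h passed with all 12 arrays (-0.44). It shrank to -0.05 (adjusted p = 0.28) with the authors' values and to -0.20 (adjusted p = 0.11) without background correction, and neither passed.

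The direction of 9 list results turned, and of 12 more without 1 array, none of them past the threshold, with the direction taken from camera and the median in brackets. Myoblast fusion genes at 48 h pointed down with the authors' values (-0.01), no filter (-0.08), averaged probes (-0.12) and all 12 arrays (-0.04). TGF-beta signalling at 96 h pointed down with the authors' values (0) and the strict filter (-0.03), as did p53 targets at 96 h with averaged probes (0.01) and hypoxia at 48 h with array weights (-0.02). Adipocyte markers at 96 h pointed up with no filter (0.02). Without 1 array the medians of lists that turned ranged from -0.10 to 0.02 for fusion at 48 h and -0.03 to 0.03 for hypoxia at 48 h. At 96 h they ranged from -0.01 to 0.06 for oxidative phosphorylation, -0.02 to 0.03 for the stress response, -0.04 to 0.08 for TGF-beta signalling and 0 to 0.07 for nucleolus and ribosome biogenesis.

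With the replicate number as a block the counts were 222 at 96 h and 206 for the interaction, and *Igf2* at 96 h (0.45) missed the threshold (adjusted p = 0.057). Fewer residual degrees of freedom remain in that fit. After removal of group means, same-numbered arrays of a day correlated at -0.22 to 0.17, 1 of 6 pairs over 0.1. On the same values, 1 of 6 silenced arrays correlated best with the control array of its own number. The numbers were therefore not taken to pair the samples.

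Leaving out any 1 array lowered the counts at 48 h, at 96 h and of the interaction, while some other counts rose. The 48 h count was 380, 250 and 307 without control replicates 1, 2 and 3 and 543, 272 and 436 without silenced replicates 1, 2 and 3, and the same-sign count 311, 200, 232, 410, 219 and 351 in that order, with a highest value of 699. The 96 h count was 90, 182 and 195 without control and 118, 140 and 408 without silenced replicates. The interaction count was 94 and 218 without control 48 h replicates 1 and 3, 243 and 135 without silenced 48 h replicates 2 and 3, 103, 89 and 235 without control 96 h replicates, and 137, 91 and 207 without silenced 96 h replicates, with a highest value of 321. Ranges were 0.28 to 0.43 for *Igf2* at 48 h and 0.41 to 0.49 at 96 h, and -0.54 to -0.37 for *Zc3h11a* at 48 h and -0.19 to -0.02 at 96 h. They were 2139 to 2977 genes with time in control cells, 1860 to 2606 in silenced cells, r = 0.225 to 0.356 between the days, and 10 to 12 lists at 48 h and 9 to 10 at 96 h.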

Other observations

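The test of the sign at 96 h over splits of the 96 h arrays alone, and the test of the *Igf2* signal range, were chosen after their results were seen. The gene lists were fixed before, but their changes with time in control and silenced cells were looked at as an addition.

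From 48 h to 96 h in control cells, cholesterol and fatty acid synthesis genes fell together: 21 of 24 passed, also adjusted over the list alone (median -0.67, camera adjusted p = 3e-15, and adjusted p = 0.015 with an estimated correlation). *Hsd17b7* (-1.09), *Tm7sf2* (-1.36), *Cyp51* (-1.59) and *Hmgcs1* (-0.99) had the smallest p. Of 30 stress response genes 16 fell and 2 rose, 19 and 2 adjusted over the list alone (median -0.34, adjusted p = 4.8e-05, and adjusted p = 0.039 with an estimated correlation), led by *Stc2* (-0.94), *Trib3* (-1.30), *Slc7a5* (-0.62) and *Sesn2* (-0.77), which respond to amino acid limitation. In silenced cells 19 of 24 cholesterol genes fell, also adjusted over the list alone (median -0.80, adjusted p = 4.1e-16, and adjusted p = 0.012 with an estimated correlation), *Nsdhl* (-2.10) among them. In the same cells 18 of 30 stress response genes fell and 2 rose, also adjusted over the list alone (median -0.37, adjusted p = 8.8e-07, and adjusted p = 0.016 with an estimated correlation). Of 33 nucleolar genes 16 fell, 17 adjusted over the list alone (median -0.24, adjusted p = 1.9e-05, and adjusted p = 0.048 with an estimated correlation). Of 23 TGF-beta and BMP signalling genes 11 rose and 4 fell, 12 and 4 adjusted over the list alone (median 0.36, adjusted p = 0.0023, and adjusted p = 0.048 with an estimated correlation).

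Of 37 sarcomere genes 16 rose and 4 fell with time in control cells, 18 and 5 adjusted over the list alone (median 0.34, adjusted p = 0.022, and adjusted p = 0.73 with an estimated correlation), among them the slow light chain gene *Myl2* (4.56) and the fast heavy chain gene *Myh4* (2.28). Of 37 cell cycle genes 15 rose, 17 adjusted over the list alone (median 0.28, adjusted p = 0.0028, and adjusted p = 0.73 with an estimated correlation). Of 33 nucleolar genes 16 fell and 1 rose, also adjusted over the list alone (median -0.21, adjusted p = 0.0013, and adjusted p = 0.13 with an estimated correlation). The list of TGF-beta and BMP signalling genes shifted up at the preset correlation (13 higher and 3 lower of 23, also adjusted over the list alone, median 0.32, adjusted p = 0.0028, and adjusted p = 0.066 with an estimated correlation). So did the ribosomal protein and oxidative phosphorylation lists, and immediate early genes shifted down (median -0.29, adjusted p = 0.022, and 0.15 estimated). In silenced cells sarcomere, cell cycle and matrix lists shifted up at the preset correlation (medians 0.39, 0.23 and 0.21, adjusted p = 5.3e-06, 0.037 and 0.018). With an estimated correlation their adjusted p were 0.51, 0.87 and 0.4.

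One hypothesis was that silencing advances the time course of the culture. Across genes the silencing effect at 48 h and the change with time in control cells had a covariance of 0.0247 (r = 0.25). The shared control arrays add 0.00845, and 100 simulations without any effect gave 0.00852 with a mean r of 0.5. The remaining covariance was 0.0162 with a jackknife SE of 0.0081. The bound set beforehand would have counted a value within 2 SE of 0 against the hypothesis, which was wrong, since a positive value with that error excludes nothing: whether silencing may advance the time course stays open.

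No other split of the 6 arrays into 3 and 3 gave any gene at 48 h or 96 h, or with time in control or silenced cells (1 of 10 splits each, the real one, with 907, 605, 2913 and 2477 genes; highest other 0). With 10 splits no share under 0.05 can be reached. Of 100 splits within each day, 3 gave at least the 664 genes of the same sign on both days (highest other 712). Only 13 of those 100 splits keep the 48 h groups, and other splits of the 48 h arrays leave no gene called there, so most splits could not reach 664. The bound set beforehand, under 5 of 100 splits, was wrong for that reason, and the test does not exclude chance. With the 48 h groups kept, 3 of the 20 labelled splits of the 96 h arrays gave at least 664 genes (highest other 712). The 2 others among them keep 2 of the 3 silenced arrays on the silenced side, as 9 of the 20 splits do, so they carry part of the treatment effect. The highest split with fewer kept gave 507. Splits that keep 1 are mirrors of those that keep 2, so none is free of the effect, and the test neither supports nor excludes a grouping of the 96 h arrays by chance.

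The *Igf2* rise at 96 h was 1.37-fold here. That is lower than the study's value by quantitative PCR, a different measure. The study also states that array data bore out the rise of *Igf2*. From the control mean of *Igf2* to the highest value on the scale there is room for 2.51-fold, and the brightest genes varied with time 0.51 times as much as genes of middle level. A compressed signal may lower the fold, but these values do not decide it.

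The correlation across genes between the days was 0.291 here, with a jackknife SE of 0.121 over the 12 arrays. That is lower than the study's own value, which came from sequencing of pooled replicates, but by less than 2 SE. The study's value covers another set of genes, and the SE covers these arrays alone. It therefore does not test whether the values differ.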
